# Combining mouse mammary gland gene expression and comparative mapping for the identification of candidate genes for QTL of milk production traits in cattle

**DOI:** 10.1186/1471-2164-8-183

**Published:** 2007-06-20

**Authors:** Micha Ron, Galit Israeli, Eyal Seroussi, Joel I Weller, Jeffrey P Gregg, Moshe Shani, Juan F Medrano

## Abstract

**Background:**

Many studies have found segregating quantitative trait loci (QTL) for milk production traits in different dairy cattle populations. However, even for relatively large effects with a saturated marker map the confidence interval for QTL location by linkage analysis spans tens of map units, or hundreds of genes. Combining mapping and arraying has been suggested as an approach to identify candidate genes. Thus, gene expression analysis in the mammary gland of genes positioned in the confidence interval of the QTL can bridge the gap between fine mapping and quantitative trait nucleotide (QTN) determination.

**Results:**

We hybridized Affymetrix microarray (MG-U74v2), containing 12,488 murine probes, with RNA derived from mammary gland of virgin, pregnant, lactating and involuting C57BL/6J mice in a total of nine biological replicates. We combined microarray data from two additional studies that used the same design in mice with a total of 75 biological replicates. The same filtering and normalization was applied to each microarray data using GeneSpring software. Analysis of variance identified 249 differentially expressed probe sets common to the three experiments along the four developmental stages of puberty, pregnancy, lactation and involution. 212 genes were assigned to their bovine map positions through comparative mapping, and thus form a list of candidate genes for previously identified QTLs for milk production traits. A total of 82 of the genes showed mammary gland-specific expression with at least 3-fold expression over the median representing all tissues tested in GeneAtlas.

**Conclusion:**

This work presents a web tool for candidate genes for QTL (cgQTL) that allows navigation between the map of bovine milk production QTL, potential candidate genes and their level of expression in mammary gland arrays and in GeneAtlas. Three out of four confirmed genes that affect QTL in livestock (*ABCG2*, *DGAT1*, *GDF8, IGF2*) were over expressed in the target organ. Thus, cgQTL can be used to determine priority of candidate genes for QTN analysis based on differential expression in the target organ.

## Background

Many studies have found segregating quantitative trait loci (QTL) for milk production traits in different dairy cattle populations [reviewed by Khatkar et al., [1] and Polineni et al., [2]; [3]]. However, even for relatively large effects with a saturated marker map, the confidence interval (CI) for QTL location by linkage analysis spans tens of map units, or hundreds of genes. Many studies have shown that CI for QTL can be further reduced by application of linkage disequilibrium (LD) mapping [e.g. [4]]. This requires genotyping additional polymorphisms within the CI, generally single nucleotide polymorphisms (SNP). Although any marker within the CI can be used for LD mapping, it is reasonable to start with polymorphisms embedded within genes that are likely candidates for the QTL [5].

Genes within the confidence interval that have some physiological relevance to the trait will be considered primary candidates for the QTL. For example, Grisart et al. [6] concluded that the gene *DGAT1*, which is involved in triglyceride synthesis, is the causative gene for the QTL affecting milk fat on BTA14. Wayne and McIntyre [7] have suggested combining mapping and arraying as an approach to identify candidate genes. Thus, gene expression analysis can bridge the gap between fine mapping and quantitative trait nucleotide (QTN) determination by revealing regulatory variation in genes for complex traits [8-10]. Specific tissue of origin of expressed sequence tags (EST), tissue-specific, and tissue-selective gene expression may also indicate a potential role of genes in regulation of QTL [9,11]. Microarrays have been used to measure relative expression, and thus identify candidate genes responsible for QTL [12,13]. Additional criteria may be proposed to select QTL candidate genes as follows:

1. Genes are preferentially expressed in organs related to the quantitative trait, i.e. the mammary gland for milk production traits.

2. Genes are preferentially expressed in developmental stages related to the phenotype, i.e. at the onset of lactation for milk production traits.

Su et al. [11] measured the mouse and human protein-encoding transcriptomes, and used them to profile a panel of human and mouse tissues in gene atlas, therby providing a resource to address tissue-specific expression. The USDA has announced a project to construct a bovine gene atlas using gene expression analysis data derived from 100 tissues of the cow genome.

Although a cDNA microarray resource enhanced for bovine mammary gland has been developed [14], and a bovine oligonucleotide DNA microarray was used to identify estrogen-responsive genes in the bovine mammary gland [15], there is no information available on bovine mammary gland gene expression at different stages of development. However, detailed studies examining gene expression in the mammary gland during, puberty, pregnancy, lactation, and involution have been carried out in the mouse [16-18]. In these studies the same microarray platform (Affymetrix MG-U74Av2) was used in similar mouse inbred lines resulting in a high level of replication, and consequently in one of the best data resources on mammary tissues gene expression relevant to milk production traits. In addition, the high conservation of gene order in mammals enables comparative mapping to be a useful approach linking clusters of genes with similar function between mouse and cattle [19]. We have utilized murine mammary gland gene expression in combination with bovine QTL mapping data to create a web tool (cgQTL) that compiles all the available information to aid in the identification of candidate genes for QTL of milk production traits in dairy cattle.

## Results

### Analysis of gene expression from three experiments

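The mammary gland was measured on 9 Affymetrix MG-U74Av2 arrays, which hold 1 or more probe sets per gene, with RNA of the whole inguinal gland of C57BL/6J mice, an inbred line. There were 3 arrays at puberty, 2 at day 14 of pregnancy, 2 at day 10 of lactation and 2 at day 4 of involution, each a biological replicate. The methods and the submitters' sample labels give different amounts of cRNA per array, and the values do not show which was used. The authors computed 1 signal per probe set and array with MAS5 and scaled each array, so that the trimmed mean signal was 125.1 on all 9 arrays. The deposited values are these linear intensities for 12488 probe sets, with neither the filter nor the normalization per gene of the methods applied. From there, the 66 control probe sets were left out and the arrays were scaled to equal medians by factors of 0.948 to 1.06. Signals under 20 were set to 20, the floor, and log2 was taken. The 9783 probe sets with a mean scaled signal above 20 in at least 1 stage were tested, and 2639 were left out. They cover 7091 genes, named through the platform's annotation, and where several probe sets carry 1 gene the one with the highest mean speaks for it. Over the probe sets, arrays of the same stage correlated with r of 0.947 to 0.975 and arrays of different stages with r of 0.724 to 0.935. The 10 brightest probe sets held 9.09% and 7.53% of the total signal on the lactation arrays and 3.48% to 4.31% on the others. Of the 9783 tested probe sets, 13.2% to 15.5% per array lay at the floor. limma gave an F test over the 4 stages and, for each stage, the log2 change against the mean of the other 3 stages, both adjusted by Benjamini-Hochberg at 0.05. The settings, 22 gene lists and the rule for the named genes were fixed before the data were examined. With 2 arrays in most stages, the number of arrays limits the precision.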

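Genes of different kinds led at each stage. At lactation, the signal of Folr1, which encodes a folate receptor, was 8999 ± 1350 (SD, n = 2), against 203 ± 62.7 (SD, n = 2) at involution, the next highest stage. At pregnancy, Gjb2, which encodes the gap junction protein connexin 26, had a signal of 1239 ± 247 (SD, n = 2), against 502 ± 144 (SD, n = 2) at lactation. Ccn2, which encodes connective tissue growth factor, stood at 832 ± 361 (SD, n = 2) at involution and at 85.0 ± 14.2 (SD, n = 2) at pregnancy. Tnnc2, which encodes the troponin C of fast skeletal muscle, stood at 962 ± 313 (SD, n = 3) at puberty and at 42.7 ± 26.2 (SD, n = 2) at pregnancy. In each of these 4 genes, every array of the leading stage was above every other array. By the F test of limma, 5047 of the 9783 probe sets differed across the 4 stages (51.6%), and 3824 of them differed by at least 2-fold between their highest and lowest stage. The highest stage was lactation for 2225 (44.1%) of the 5047, involution for 1093 (21.7%), puberty for 893 (17.7%) and pregnancy for 836 (16.6%). Lactation was also the most frequent lowest stage, for 2096 probe sets (41.5%). The share that passed was 33.7% among the dimmest 2446 probe sets and 69.95% among the brightest 2446.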

A total of 278 probe sets with significant differential expression across the four stages in the current study were obtained using ANOVA. The Venn diagram in figure 1 shows that two other microarray experiments [16,18] using the same statistical analysis found thousands of significant probe sets (Table 1). Observed and expected frequencies for probe sets discovery in the three experiments alone and in the two experiments of Clarkson and Stein are given in Table 2. The Chi-squared value for joint discovery of probe sets in Clarkson and Stein experiments was 2834. Of the 278 significant probe sets in the current study, 249 (90%) were common to all three experiments. The expected value was only 77 and the Chi-squared value was 3240.

**Table 1:** Experimental design of the three microarray experiments

Experiment^1^	Mouse line	Stage	N. of time points within a stage	N. of arrays
C	C57/Bl	Puberty	1	2
		Pregnancy	3	6
		Lactation	3	6
		Involution	5	10
		Total	12	24
R	C57BL/6J	Puberty	1	3
		Pregnancy	1	2
		Lactation	1	2
		Involution	1	2
		Total	4	9
S	Balb/C	Puberty	2	6
		Pregnancy	7	4
		Lactation	3	9
		Involution	5	15
		Total	17	34

^1^C = Clarkson et al. (16); R = Ron et al. (17); S = Stein et al. (18)

**Table 2:** Observed and expected frequencies of significant genes for two and three microarray experiments.

Experiments compared^1^	Significance^1^	Observed	Expected	Chi-squared^2^
C & S	C & S	4964	3483	2834
	C only	1407	2888	
	S only	1864	3345	
	Neither	4253	2772	
C & S & R	C & S & R	249	77	3240
	C & S	4964	3483	
	C & R	11	64	
	S & R	14	74	
	C only	1407	2888	
	S only	1864	3345	
	R only	4	62	
	None	4249	2710	

^1^C = Clarkson et al. (16); R = Ron et al. (17); S = Stein et al. (18)

^2^Highly significant by any criterion

**Figure 1:**
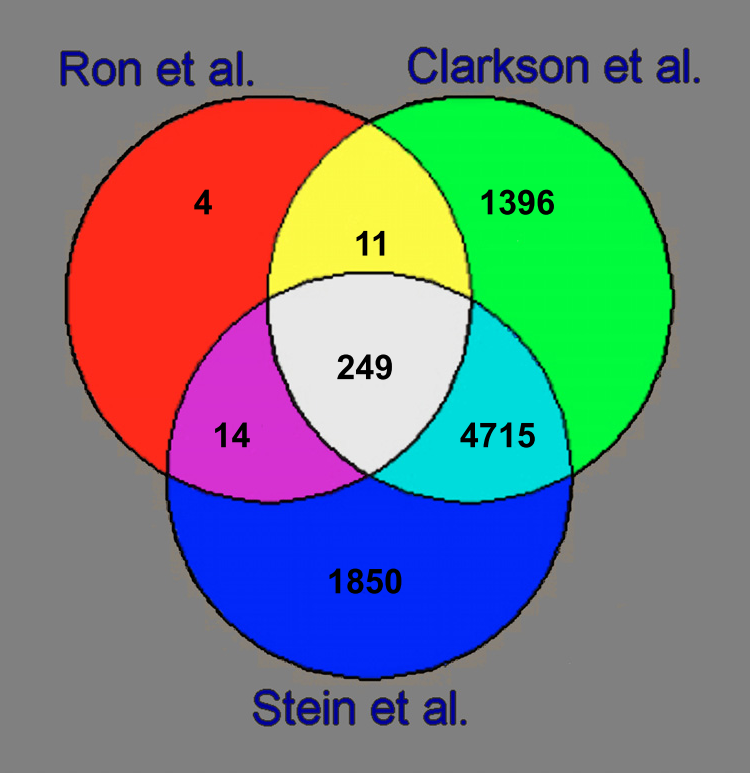
Venn diagram of the three microarray experiments.

The 249 probe sets were assigned to 212 bovine genes. Three clones containing repeats, 21 unknown probe sets and 13 redundant probes were excluded. The expression profile of the 212 genes is presented in Figure 2. 

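The largest rises at lactation included Cidea, which encodes a lipid droplet protein, with a log2 change of 6.54 (standard error 0.382, adjusted p = 5.99e-06). Qsox1, which encodes a sulfhydryl oxidase, rose by 6.19 (standard error 0.364), and the zinc transporter gene Slc39a8 by 5.61 (standard error 0.215). The largest falls included Rbp4, the gene of the retinol carrier of plasma, which fell by 4.13 (standard error 0.226), and Irf8, a transcription factor gene of immune cells, which fell by 3.76 (standard error 0.136). At pregnancy, Gjb2 rose by 3.59 (standard error 0.228, adjusted p = 0.00013) and Ubd, which encodes a ubiquitin-like protein, also rose, to 403 ± 48.2 (SD, n = 2) from 99.2 ± 5.31 (SD, n = 3) at puberty (adjusted p = 0.000131), while Tlcd4 fell by 1.92 (standard error 0.163). Dmbt1, which encodes a secreted scavenger receptor, had the largest puberty rise outside muscle genes that could be named by the rule, 4.10 (standard error 0.413, adjusted p = 0.000331). At involution, Mmp12, the macrophage elastase gene, rose by 3.91 (standard error 0.311, adjusted p = 0.000235) and Ccn2 by 3.69 (standard error 0.321). Lactation had the most changes, with 2693 probe sets up and 2381 down. Puberty had 1097 up and 1292 down, involution 1018 up and 711 down, and pregnancy 634 up and 509 down. From pregnancy to lactation, 2110 probe sets rose and 1925 fell. Which direction held more probe sets turned with the processing. With the values as deposited, 2382 were up and 2590 down at lactation, 1284 up and 1056 down at puberty, and 1796 rose and 2226 fell from pregnancy to lactation. Under quantile normalization, 1223 were up and 1136 down at puberty, and 1918 rose and 2077 fell from pregnancy to lactation. From pregnancy to lactation more also fell than rose with no floor (1957 up, 2016 down), with a filter of 100 (1488 up, 1584 down) and without pregnancy replicate 2 (1375 up, 1435 down). With a filter of 100, lactation had 1792 up and 1846 down, with a floor of 50 pregnancy had 607 up and 622 down, and with a replicate block puberty had 654 up and 652 down. Without lactation replicates 1 and 2, pregnancy had 666 and 768 up and 979 and 1195 down, and involution 1015 and 1164 up and 1082 and 1343 down. The count of 1143 at pregnancy was 192 without pregnancy replicate 1, 239 without pregnancy replicate 2 and 1963 without lactation replicate 2, and that of 2389 at puberty was 1466 and 1445 without puberty replicates 1 and 2. The count of 1729 at involution was 818 without involution replicate 2, and that of 4035 from pregnancy to lactation was 2573 without pregnancy replicate 1.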

The distribution of genes by functional categories is presented in Figure 3. The majority of genes were assigned to metabolism, immune cascade, transport, regulation of transcription and signal transduction functional categories.

**Figure 2:**
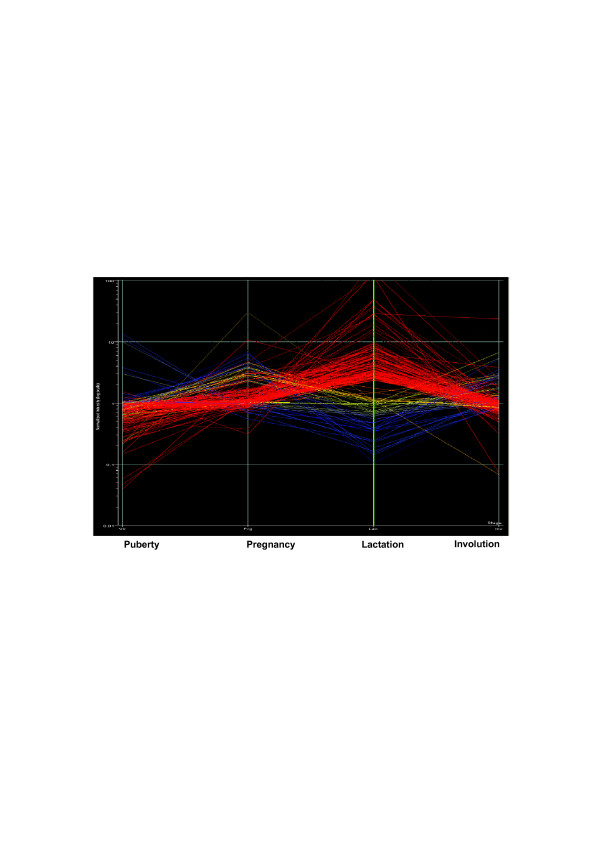
212 significant differentially expressed genes.

**Figure 3:**
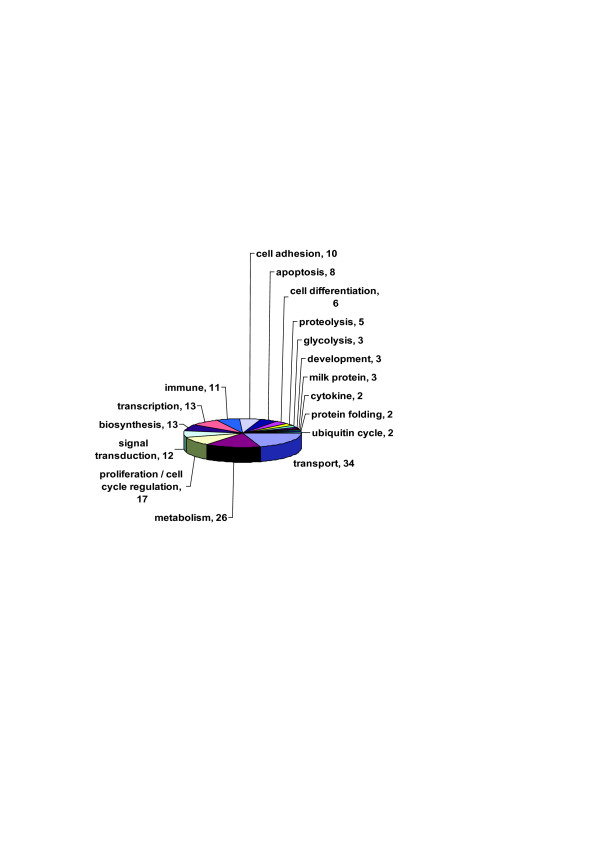
Distribution of significant genes by functional categories.

The explained variance of expression of the 212 genes varied from 51 to 62 % using 5 to 15 K means clustering. Six K-means classifications were determined as the optimal number of clusters based on highest explained variance and minimum redundancy between similar clusters. The clustering explained 53% of the variance of expression. 

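In K-means clustering of the 5047 probe sets into 6 clusters, the largest cluster held 1768 probe sets (35%) that were high at lactation, with a mean log2 value 1.24 above the probe set's median over the 9 arrays. The next, with 1378 probe sets (27.3%), was low at lactation, where its mean lay at -1.38. A cluster of 411 probe sets (8.14%) was raised at puberty, where its mean was 1.00, and another, of 326 probe sets (6.46%), at involution, with a mean of 1.09. In the other 2 clusters, of 592 and 572 probe sets, no stage mean reached a 2-fold change. The first of these was highest at lactation (0.83) and the second at pregnancy (0.80). The clustering used Pearson correlation over the 4 stage means with 100 starts, and it explained 82.5% of the variance. With 5 clusters 79.5% was explained, and with 15 clusters 92.2%. Clustering the 9 arrays in place of the stage means explained 73.5%, and Euclidean distance 69.8%.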

Each one of the six clusters was designated with its unique expression profile signature across stages (puberty, pregnancy, lactation, involution) and is presented in Figure 4. There were 87 over expressed genes at lactation only (1,1,2,1), and 72 additional over expressed genes at lactation with differential expression in other stages (1,2,2,1 and 0,1,2,1). 

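Of the 38 genes for which the study gives a profile and which were measured, all 38 were highest at a stage the study codes as raised and rose there, and 23 also took the same code when coded singly, with 2 for at least 2-fold and 0 for at most 0.5-fold of the gene's median over the 9 arrays. This holds for the brightest probe set of each gene: a dimmer probe set of Itgav, an integrin gene, fell at lactation by 1.62 (adjusted p = 0.000196), while its other 2 rose. These genes were picked by the study on these arrays and are not independent evidence. The same code was found for 6 of 7 genes of the profile 1,1,2,1, for 7 of 8 of 1,1,1,2, for 1 of 5 of 1,2,2,1, for 4 of 9 of 0,1,2,1, for 3 of 5 of 1,2,1,1 and for 2 of 4 of 2,1,0,1. Csn1s2b, which Table 3 lists under both 1,1,2,1 and 0,1,2,1, is counted under the first alone and was coded 1,0,2,2, which is neither. The study's code is that of a cluster's mean, so another code for a single gene need not contradict it. Uck2, Cd320 and Cytip, which belong to the study's cluster 1,2,2,1, were coded 1,1,2,1 here. Cd320, which encodes a receptor for vitamin B12 uptake, had a signal of 1129 ± 83.6 (SD, n = 2) at lactation and 298 ± 7.89 (SD, n = 2) at pregnancy. Among all 5047 probe sets that passed the F test, 1005 (19.9%) had the profile 1,1,2,1, high at lactation alone. The profile 1,1,0,1, low at lactation alone, was held by 925 (18.3%). The other profiles of the study were held by 110 (1,1,1,2), 14 (1,2,2,1), 43 (0,1,2,1), 115 (1,2,1,1) and 40 (2,1,0,1), and 2362 (46.8%) stayed within 2-fold at every stage (1,1,1,1). The count for 1,2,2,1 was 0 without any 1 of the puberty arrays. The coding rule nearly fixes this: raised and other arrays are then equal in number, and the median lies between them. The same holds without 1 involution array, so this test cannot show how far the count depends on these arrays. That for 2,1,0,1 was 22 without either pregnancy array and 17 and 19 without lactation replicates 1 and 2, and that for 1,1,1,2 was 67 without lactation replicate 1.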

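Genes of milk proteins and of the milk fat globule rose at lactation against the mean of the other stages, by amounts that differed widely. The signal of Lalba, which encodes alpha-lactalbumin, a part of lactose synthase, was 20620 ± 3200 (SD, n = 2) at lactation and 95.9 ± 24.7 (SD, n = 2) at pregnancy, a log2 change against the other stages of 7.97 (standard error 0.385, adjusted p = 2.46e-06). Csn3, the kappa-casein gene, stood at 22480 ± 3760 (SD, n = 2) and rose by 3.28 (standard error 0.173), and Cel, which encodes a lipase of milk, rose by 4.84 (standard error 0.168). All 10 measured milk protein genes rose at lactation (10 adjusted over the list alone), with a median log2 change of 4.28. Ltf, the lactoferrin gene, was also high at involution, where its signals of 2588.7 and 6221.1 overlapped those of 4434.7 and 8937.9 at lactation. The list's adjusted p from camera was 3.35e-06, and the adjusted p = 0.103 with an estimated correlation; the study itself names 5 of these 10 genes. Wap, the whey acidic protein gene, rose by 5.98 (standard error 1.10), and its adjusted p was 0.0622 without lactation replicate 1 and 0.0518 without lactation replicate 2. Of 6 milk fat globule genes, 6 rose (6 adjusted over the list alone), with a median of 3.11 (adjusted p = 5.65e-05 from camera, and adjusted p = 0.136 with an estimated correlation), and the study names 4 of them. Btn1a1 and Xdh, whose products coat the milk fat globule, rose by 4.79 (standard error 0.334) and 3.61 (standard error 0.157), and the mucin gene Muc1 by 3.85 (standard error 0.175), while Cd36, singled out after its value was seen, rose by only 0.79 (adjusted p = 0.0143). The 12 measured genes of Table 3's lactation clusters all rose (12 adjusted over the list alone; camera adjusted p = 4.81e-09, and adjusted p = 0.103 with an estimated correlation), but the study chose them on these arrays, so this is not independent evidence. On the same arrays, the genes of 7 lists of markers of non-epithelial cells fell by 1.36 in the median, and by 0.967 against pregnancy and involution alone.

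**Figure D1:**
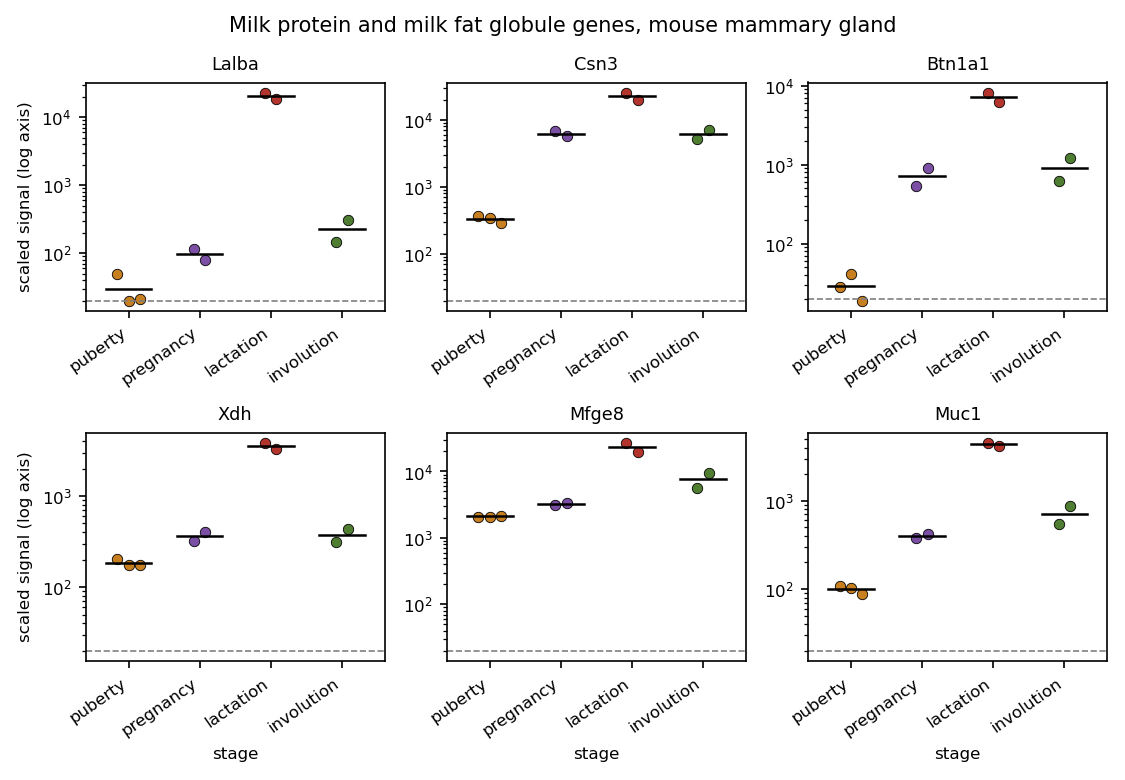
Scaled signal on a logarithmic axis of Lalba, Csn3, Btn1a1, Xdh, Mfge8 and Muc1 at puberty (n = 3), pregnancy (n = 2), lactation (n = 2) and involution (n = 2); points are arrays, bars are stage means and the dashed line is the floor of 20. In each of the 6 genes, both lactation arrays lie above all other arrays.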

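Enzymes that build milk fat rose as well. Fabp3, which encodes a fatty acid binding protein, was at least 168-fold higher at lactation than the geometric mean of the other stages, with the floor of 20 applied (adjusted p = 9.36e-07), with a signal of 12980 ± 2400 (SD, n = 2) and both involution arrays at the floor. Elovl5, a fatty acid elongase gene, rose by 3.33 (standard error 0.136), and Fads1, a desaturase gene, by 3.08 (standard error 0.18). Of 20 measured genes of fatty acid and triglyceride synthesis, 16 rose, 2 fell and 2 did not pass (16 and 2 adjusted over the list alone), with a median of 1.18. Its adjusted p was 5.56e-05 from camera, and the adjusted p = 0.103 with an estimated correlation; 2 of its genes are named by the study. The 2 that fell, chosen after their values were seen, were Gpam and Dgat1, both of which act in triglyceride assembly. Of 16 genes of cholesterol synthesis, 11 rose and 5 did not pass (11 adjusted over the list alone; median 0.98; camera adjusted p = 0.000205, and adjusted p = 0.177 with an estimated correlation). Among them were Fdps, with a log2 change of 2.46 (standard error 0.224), and Sqle, the squalene epoxidase gene, with 2.11 (standard error 0.197). Of 15 genes of mammary transporters, 11 rose, 2 fell and 2 did not pass (11 and 2 adjusted over the list alone; median 2.20; camera adjusted p = 7.05e-05, and adjusted p = 0.103 with an estimated correlation). Folr1 rose most of those with no stage at the floor, by 6.22 (standard error 0.246). The 2 that fell, chosen after their values were seen, were Slc1a5, a neutral amino acid transporter gene, and Slc25a20, a mitochondrial carnitine carrier gene. Of 11 genes of lactose and nucleotide sugar synthesis, 6 rose, 1 fell and 4 did not pass (6 and 1 adjusted over the list alone), and the list was not called (camera adjusted p = 0.0508). B4galt1, which encodes the partner of alpha-lactalbumin in lactose synthase, rose by 2.54 (standard error 0.142), the glucose transporter gene Slc2a1 rose by 3.06 (standard error 0.352), and Pgm1, a phosphoglucomutase gene, was the 1 that fell (adjusted p = 0.000203).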

Among the typical genes of lactation stage are the milk protein and biogenesis genes (Table 3). 

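At involution, the chemokine gene Cxcl14 had a signal of 873 ± 89.4 (SD, n = 2), against 162 ± 17.9 (SD, n = 2) at lactation, a log2 change against the other stages of 2.92 (standard error 0.152, adjusted p = 2.69e-05). Slpi, which encodes an inhibitor of leukocyte proteases, rose by 1.53 (standard error 0.195, adjusted p = 0.00177). Of its 2 other probe sets, 1 rose by 2.71 and 1 had a log2 change of -0.33 (adjusted p = 0.517). Ctss, the cathepsin S gene, rose by 1.51 (standard error 0.104), Mgp, which encodes matrix Gla protein, by 2.08 (standard error 0.143), and Osmr, the oncostatin M receptor gene, by 2.51 (standard error 0.155). Apod, the apolipoprotein D gene, rose by 2.55 (adjusted p = 0.00817), but its adjusted p was 0.0784 without involution replicate 1, 0.0908 without involution replicate 2 and 0.0584 by a plain analysis of variance. Of 30 measured genes of involution and the acute phase, 19 rose, 1 fell and 10 did not pass (20 and 2 adjusted over the list alone), with a median of 1.19. The list's camera adjusted p was 6.39e-08, and the adjusted p = 0.177 with an estimated correlation; the study picked 7 of the 30 on these arrays. Without involution replicate 2, 8 of the 30 rose. Timp1, a gene of an inhibitor of matrix proteases, was the 1 that fell and was chosen after its value was seen. Macrophage markers moved on the same arrays: 15 of 19 rose, none fell and 4 did not pass (16 rose and 1 fell adjusted over the list alone), with a median of 1.31 (camera adjusted p = 5.2e-09, and adjusted p = 0.103 with an estimated correlation). Among them, the galectin 3 gene Lgals3 rose by 2.24 (standard error 0.195) and Cd68, a lysosomal protein gene, by 1.38 (standard error 0.126).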

Fifteen genes were upregulated at involution only (1,1,1,2) such as *CXCL14 *and *SLPI*, involved in chemotaxsis and immune response processes (20, 21). Thirty-two genes were upregulated at pregnancy only (1,2,1,1). For example, *CRABP2 *and *CSRP1*, which are involved in development and cellular differentiation [22,23] are included in this group. 

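At pregnancy, the signal of Crabp2, which encodes a binding protein for retinoic acid, was 199 ± 20.2 (SD, n = 2), at least 4.39-fold the geometric mean of the other stages with the floor of 20 applied (adjusted p = 0.000609), with all puberty arrays at the floor. Csrp1, a gene of a LIM domain protein, rose by 1.37 (standard error 0.137, adjusted p = 0.00125), and its second probe set by 1.34. Stmn1, which encodes a regulator of microtubules, rose by 2.56 (standard error 0.273, adjusted p = 0.00158). Phlda1 rose by 3.43 (standard error 0.411, adjusted p = 0.00232), and its adjusted p was 0.0577 without pregnancy replicate 2. By the same measure, Reln was at least 7.49-fold higher (adjusted p = 0.000406), while its other probe set had a log2 change of -0.13 (adjusted p = 0.842). Cell cycle genes were high at this stage: of 28 measured, 20 rose, none fell and 8 did not pass (26 rose and 1 fell adjusted over the list alone), with a median log2 change of 1.48. The list's adjusted p from camera was 8.6e-16, and the adjusted p = 0.103 with an estimated correlation; the study names 1 of these genes. Without pregnancy replicates 1 and 2, 6 and 10 of the 28 rose. Kif11, a gene of a spindle motor, rose by 2.22 (standard error 0.238), and Rrm1, which encodes a subunit of ribonucleotide reductase, was at least 5.01-fold higher by this measure, with both lactation arrays at the floor. At lactation, 18 of the 28 fell, 1 rose and 9 did not pass (19 fell and 1 rose adjusted over the list alone), with a camera adjusted p = 0.000954, and adjusted p = 0.301 with an estimated correlation, and 11 fell without lactation replicate 1. The 1 that rose, chosen after its value was seen, was Bub1, at the floor at the other stages. Its other probe set had a log2 change of -0.26 (adjusted p = 0.0674). With a floor of 50, the log2 change of Bub1 at lactation was 0.23 (adjusted p = 0.0962 from limma), against 1.46 with the floor of 20. Markers of epithelium and stroma moved on the same arrays at pregnancy, against the mean of the other stages. The mean level of the stroma list was 0.60 and 0.32 at pregnancy and 0.67, 0.58 and 0.33 at puberty. It was low at lactation (-1.38 and -0.97). The luminal list lay at 0.51 and 0.67 at pregnancy and at 0.52 and 0.53 at lactation. It was low at puberty (-0.52, -0.61 and -0.93). Neither rise therefore sets pregnancy apart from all other stages. Of 16 luminal markers, 7 rose, none fell and 9 did not pass (9 rose and 1 fell adjusted over the list alone; camera adjusted p = 0.000247, and adjusted p = 0.25 with an estimated correlation). The 7 luminal rises were 1 without pregnancy replicate 1, 0 without pregnancy replicate 2 and 4 without lactation replicate 1. Of 10 basal and smooth muscle markers, 6 rose, 1 fell and 3 did not pass (7 and 1 adjusted over the list alone; camera adjusted p = 0.000247, and adjusted p = 0.103 with an estimated correlation), with Tagln up by 1.40 (standard error 0.105), and without pregnancy replicate 1 only 2 rose. Des, the desmin gene, fell and was chosen after its value was seen. No gene of this list was called as falling without puberty replicate 1, while 1 was without puberty replicate 2 or 3. The call was also lost without either pregnancy array, either involution array or lactation replicate 1, but not without lactation replicate 2. Each of these other fits leaves 1 array in a stage. Of 19 genes of stroma and matrix, 8 rose, none fell and 11 did not pass (9 adjusted over the list alone; camera adjusted p = 1.66e-07, and adjusted p = 0.181 with an estimated correlation), but 0 rose without pregnancy replicate 1 and 3 without pregnancy replicate 2.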

The smallest group of six genes including myosin (*MYL1*) were upregulated at puberty, and downregulated at lactation (2,1,0,1). 

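The signal of Myl1, a gene of the myosin light chain of fast muscle, was 3483 ± 1570 (SD, n = 3) at puberty, 204 ± 154 (SD, n = 2) at pregnancy and 56.6 ± 19.4 (SD, n = 2) at lactation, a log2 change at puberty of 4.64 (standard error 0.405, adjusted p = 0.000174). At lactation Myl1 fell by 3.20 (standard error 0.462). Casq1, which encodes calsequestrin of skeletal muscle, rose at puberty by 4.00 (standard error 0.387), Eno3, the muscle enolase gene, by 3.41 (standard error 0.349), and Cox8b, which encodes a cytochrome c oxidase subunit of heart and muscle, by 1.58 (standard error 0.17). Atp2a1, the calcium pump gene of fast muscle, rose by 6.06 (standard error 0.678) and had the largest rise at puberty that could be named by the rule. Of 22 measured skeletal muscle markers, 20 rose, none fell and 2 did not pass (21 adjusted over the list alone), with a median log2 change of 3.91. The list's adjusted p from camera was 3.88e-19, and the adjusted p = 0.155 with an estimated correlation; the study picked 3 of its genes on these arrays. The muscle list's level was 2.56, 1.87 and 3.26 on puberty replicates 1, 2 and 3 and between -1.60 and -0.53 on the other arrays. At lactation, 15 of the 22 fell, none rose and 7 did not pass (15 adjusted over the list alone), with a median of -1.62 (camera adjusted p = 0.00102, and adjusted p = 0.449 with an estimated correlation), but against pregnancy and involution alone the median was -0.26, and only 1 of the 22 fell when lactation replicate 1 or lactation replicate 2 was left out. Lists of other cell types moved at puberty too. The medians were 1.58 for brown adipocyte markers (adjusted p = 0.346 with an estimated correlation), 1.40 for T cells (0.103), 1.11 for B cells and plasma cells (0.245), 1.08 for white adipocytes (0.177), 0.771 for stroma and matrix (0.177), 0.508 for endothelium (0.103), -0.885 for basal (0.103) and -1.04 for luminal epithelium (0.276), and no list was called with that correlation.

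**Figure D2:**
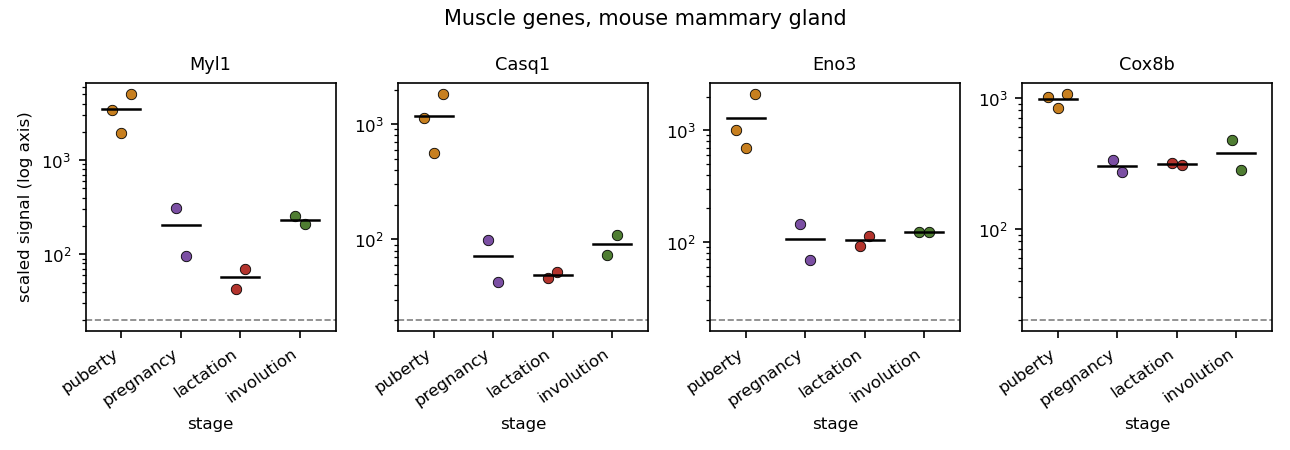
Scaled signal on a logarithmic axis of Myl1, Casq1, Eno3 and Cox8b at the 4 stages (n = 3 at puberty, n = 2 at the others); points are arrays, bars are stage means and the dashed line is the floor of 20. The 3 puberty arrays lie above all other arrays in each of the 4 genes.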

Of the 212 significant genes, 82 (39%) showed mammary gland-specific expression (Figure 5). Of these, 73 genes were upregulated at the onset of lactation, and the remaining genes were up regulated at pregnancy (7 genes) and at involution (2 genes).

**Table 3:** K-means clustering of gene expression profiles along four developmental stages (Puberty, Pregnancy, Lactation, Involution)

Set	N. of genes	Expression profile	Expression pattern^1^	Representative genes
1	87	1,1,2,1		*CSNd*, *PTHLH*, *B4GALT1*
2	15	1,1,1,2		*CTSS*, *LEP*, *MGP*, *HPDG*, *SLP1*
3	35	1,2,2,1		*CD24, FABP3, UCK2, CD320*
4	37	0,1,2,1		*CSNk*, CSNd, *LTF, LALBA*, *BTN1A1*, *XDH*, *MFGE8*
5	32	1,2,1,1		*STMN1*, *CRABP2*, *RELN*, *PHLDA1*, *CSRP1*
6	6	2,1,0,1		*INF4*, *Cox8b*, *ENO3*, *MYL1*, *ATP1A2*,*CASQ1*

^1^Mean expression pattern of a cluster of genes

**Figure 4:**
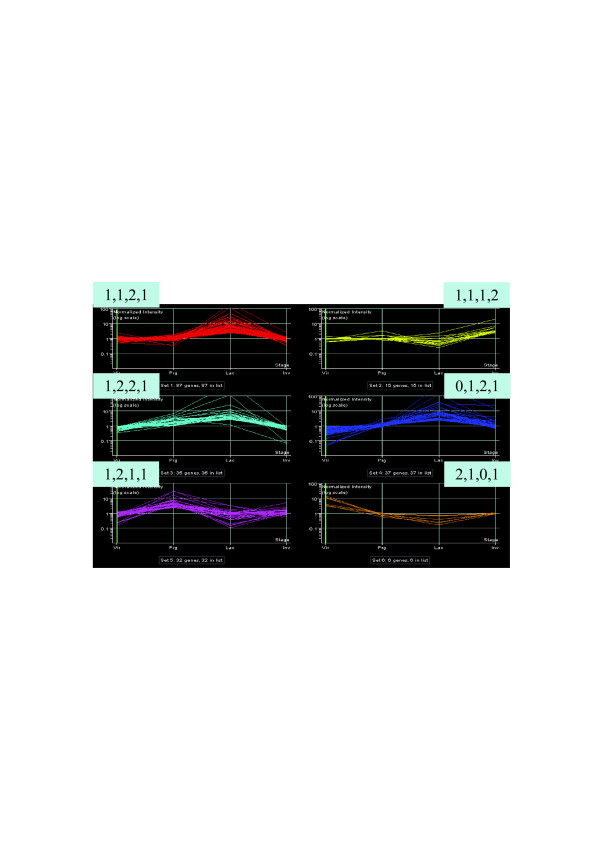
K-means clustering with expression profile signatures.

**Figure 5:**
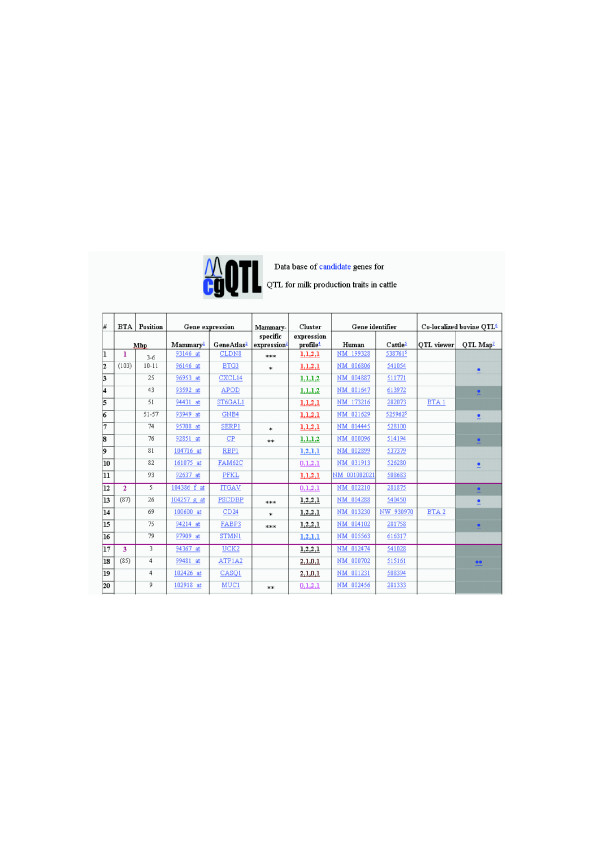
cgQTL data base.

### Comparative mapping

The ongoing effort for annotation of the bovine genes on the draft sequence allows identification of many bovine orthologs of the murine genes represented by the probe sets of MG-U74Av2. However, for many genes the chromosomal location is still unknown. Larkin et al. [24] reported about 90% accuracy in prediction of cattle chromosome locations based on the human genome. Thus we used the human sequence of orthologous genes to predict the location of bovine genes with unknown chromosomal location.

### cgQTL data base

The structure of the cgQTL navigator is presented in Figure 5. The navigator presents an HTML list of candidate genes by bovine autosomes for QTL for milk production traits. Genes with mammary gland-specific expression are denoted with one to three stars indicating their level of specificity. QTL for milk production traits were found in all bovine autosomes and are referred through two dedicated data bases, QTL viewer and QTL map. In the latter, QTL are denoted with one to three stars in relation to the number of literature references where the QTL was reported. Candidate genes for QTL were found in all but two autosomes. Number of candidate genes for QTL per chromosome ranged from 1 to 17. 

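From pregnancy to lactation, Slc34a2, which encodes a phosphate transporter, rose by 7.18 on the log2 scale, or 145-fold (standard error 0.212, adjusted p = 8.94e-07). Csn1s2b, a casein gene, was at least 764-fold higher (adjusted p = 7.58e-05) and Egf, the gene of epidermal growth factor, at least 69.6-fold higher (adjusted p = 1.4e-05), since both lay at the floor at pregnancy. Tmem165, a gene of a membrane protein, rose by 2.85, or 7.21-fold (standard error 0.166, adjusted p = 1.79e-05), and Csn3, kappa-casein, by 1.85 (standard error 0.214, adjusted p = 0.000339). Pla2g12a, a phospholipase gene, rose by 1.81, or 3.52-fold (standard error 0.245, adjusted p = 0.000697), and its other probe set had a log2 change of 0.81 (adjusted p = 0.0611). Csn1s2a, another casein gene, did not pass, with a log2 change of 1.74 (standard error 0.916, adjusted p = 0.163), and its signal was already 6408 ± 778 (SD, n = 2) at pregnancy, against 21500 ± 3300 (SD, n = 2) at lactation. Without puberty replicate 1 the adjusted p of Csn1s2a was 0.00851. Set against the mean of the other 3 stages, all 7 of these genes rose at lactation, Pla2g12a on its brighter probe set only (the other had a log2 change of 0.47, adjusted p = 0.142), and Csn1s2a did so by 4.54 (standard error 0.738, adjusted p = 0.00106).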

As a demonstration, a co-localization of eight candidate genes with the QTL region for milk production traits on BAT6 is presented in Figure 6. The gene *ABCG2 *which was determined as the causative gene for this QTL appears on the list. The expression profile of this gene at pregnancy and lactation was in accordance to that in cattle [8].

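Abcg2, which encodes a transporter that moves substrates into milk, had a signal of 180 ± 26.7 (SD, n = 2) at pregnancy and 3829 ± 420 (SD, n = 2) at lactation. This is a log2 change of 4.41, or 21.3-fold (standard error 0.21, adjusted p = 1.09e-05 from limma). At puberty the signal was 79.6 ± 8.14 (SD, n = 3) and at involution 95.9 ± 23.4 (SD, n = 2), so the lactation arrays were above all other arrays. Against the mean of the other 3 stages, Abcg2 rose by 5.11 at lactation (standard error 0.169, adjusted p = 9.36e-07). The change from pregnancy to lactation stayed between 4.26 and 4.57 when any 1 array was left out.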

**Figure 6:**
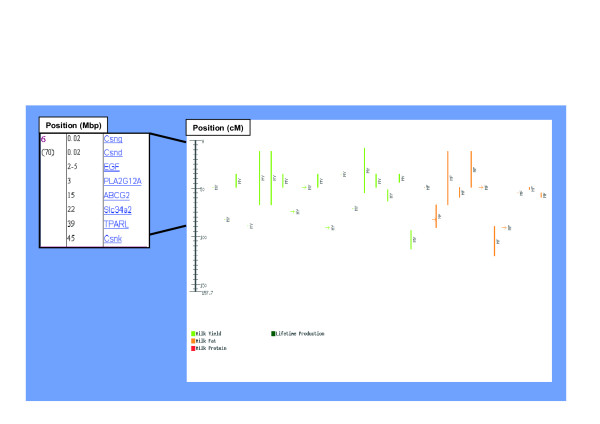
Co-localization of QTL map of BTA6 and candidate genes.

## Discussion

Three data sets with Affymetrix MG-U74Av2 mammary gland arrays were compared along four developmental stages at puberty, pregnancy, lactation and involution. The additional data set of Rudolph et al. [25] consisted of the same developmental stages excluding puberty, and thus was not analyzed in this study. The mammary gland at the four selected developmental stages consists of different cell populations and processes, and therefore, most of the genes will show differential expression if sufficient number of replicates are included in the analysis. 

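Markers of several cell types moved between the stages. At lactation, 19 of 19 measured genes of stroma and matrix fell (19 adjusted over the list alone), with a median log2 change of -1.37 (camera adjusted p = 1.65e-07, and adjusted p = 0.181 with an estimated correlation). Col5a2 and Col3a1, both collagen genes, fell by 2.94 (standard error 0.199) and 2.46 (standard error 0.19), and Sparc, a matrix protein gene, fell by 1.81 (standard error 0.139). Of 16 white adipocyte markers, 13 fell, 1 rose and 2 did not pass (13 and 1 adjusted over the list alone; camera adjusted p = 3.83e-05, and adjusted p = 0.261 with an estimated correlation). Cidec, which encodes a lipid droplet protein of adipocytes, fell by 3.52 (standard error 0.262), and Agt, the angiotensinogen gene, rose and was chosen after its value was seen. Of 19 macrophage markers, 13 fell, none rose and 6 did not pass (14 adjusted over the list alone; camera adjusted p = 1.03e-05, and adjusted p = 0.173 with an estimated correlation). Of 11 endothelial markers, 8 fell, 1 rose and 2 did not pass (8 and 1 adjusted over the list alone; camera adjusted p = 0.00348, and adjusted p = 0.103 with an estimated correlation). Emcn, the endomucin gene, fell by 1.97 (standard error 0.194), and Pecam1, which rose, was chosen after its value was seen. In contrast, the luminal list stood lowest at puberty, where 9 of 16 genes fell, 1 rose and 6 did not pass (9 and 1 adjusted over the list alone; camera adjusted p = 0.00109, and adjusted p = 0.276 with an estimated correlation). Elf5, a transcription factor gene of luminal cells, fell by 4.96 at puberty (standard error 0.164), and Krt7, which rose, was chosen after its value was seen. By the F test, the share of probe sets estimated to be unchanged across the 4 stages was 27.1%.

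**Figure D3:**
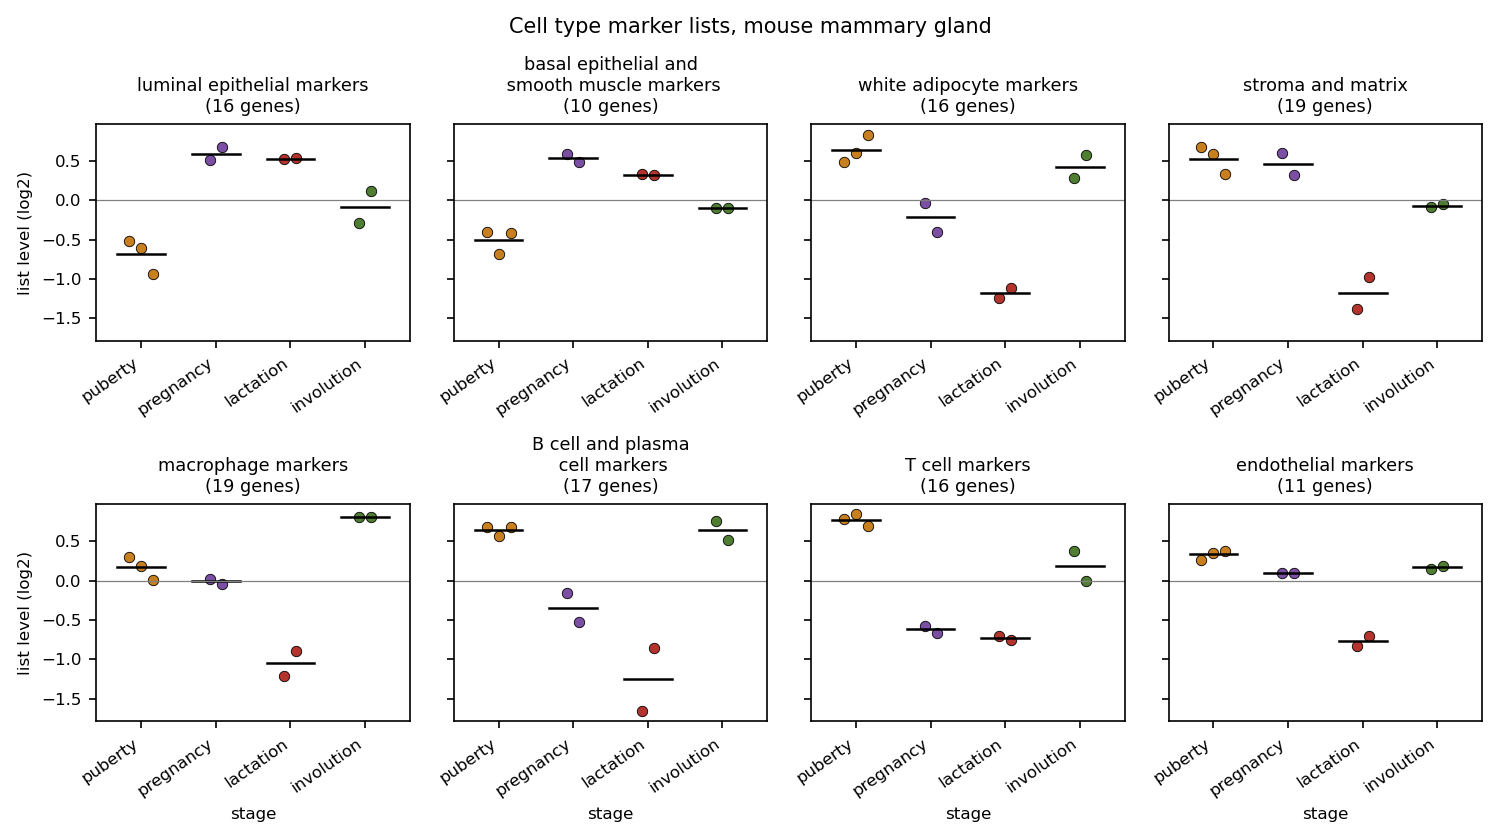
List level per array for 8 lists of cell type markers at the 4 stages (n = 3 at puberty, n = 2 at the others), as the mean over genes of the log2 value minus the gene's mean over the 9 arrays; points are arrays and bars are stage means. The stroma list lies at -1.38 and -0.97 on the lactation arrays, below all other arrays, and the luminal list at -0.93 to -0.52 on the puberty arrays.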

Two microarray experiments [16,18] used 75 animal replicates, while the current study [17] used nine animal replicates. The same filtering, normalization, and analysis of variance was applied on data of the three experiments. The first two studies found thousands of significant genes, as compared to hundreds in the current study. This is apparently due to the major difference in the number of replicates. Among the mammary gland-specific probe sets only four have unknown function (100949_at, 160549_at, 103343_at, 93479_at). Analysis of these genes may reveal their important role in the mammary gland.

Based on comparative mapping nearly all of the differentially expressed genes were mapped to their bovine chromosomal positions. The rate of chromosomal breakage during mammalian evolution is doubled in the rodent lineage compared to the cattle lineage [26]. Therefore we based the prediction of cattle chromosome locations on the human genome and the detailed cattle-human comparative maps [27]. The genes were encoded for expression (0, 1, 2) in each of the four developmental stages, and were clustered to six expression profiles, out of the 81 possible profile combinations (3^4 ^= 81). These clusters correspond to genes showing upregulation uniquely at pregnancy or lactation or involution, and differential expression at combinations of stages involving puberty, pregnancy, and lactation. Rudolph et al. (25) presented a thorough study of expression profiling of secretory activation of 1358 genes using 72 clusters, and Clarkson et al. [16] analyzed the expression profiling of 6796 genes using 35 clusters.

Our cgQTL web tool [28] allows for navigation between the map of bovine milk production QTL, the overlaid candidate genes and the visual presentation of their expression in the mammary gland array and in GeneAtlas. Genes that are mammary gland-specific are indicated. To truly infer that a differentially expressed gene, which is located in a QTL, is a candidate gene for a trait being studied, information on the cis- or trans-regulation of the gene needs to be presented [29]. However, such data is not available for *Bos taurus*. Therefore, our cgQTL tool was developed to provide the best current compilation of information to identify candidate genes for milk production in cattle, and will continue improving as we add more sources of information.

Figure 6 shows the co-localization of candidate genes with QTL on BTA6 affecting milk production traits. *ABCG2 *is listed as one of eight candidate genes. Of the two identified genes that have been proven to affect milk production traits in dairy cattle, *ABCG2 *and *DGAT1 *on BTA 6 and 14, respectively [6,8], only the former gene was upregulated in the mammary gland at the onset of lactation. Both genes that have been proven to affect muscularity in sheep and pigs, myostatin (*GDF8*) and *IGF2*, showed differential expression in muscle [30,31]. Thus, three out of four confirmed genes that affect QTL in livestock were over expressed in the target organ. Therefore, cgQTL can be used to determine priority of candidate genes for QTN analysis based on differential expression in the target organ. Nevertheless, the MG-U74Av2 array has a limited set of probes representing less than one-half of the mouse genome. Thus, future studies with arrays covering the entire repertoire of mouse genes will be needed to update the current web tool [32].

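Dgat1, which encodes the enzyme of the last step of triglyceride synthesis, had a signal of 283 ± 36.1 (SD, n = 2) at pregnancy and 244 ± 19.7 (SD, n = 2) at lactation, so it did not pass from pregnancy to lactation (log2 change -0.21, standard error 0.192, adjusted p = 0.414 from limma). The signal of Dgat1 was highest at puberty, with 661 ± 115 (SD, n = 3), and was 249 ± 19.1 (SD, n = 2) at involution. A second, dimmer probe set of Dgat1 had a log2 change of 0.20 from pregnancy to lactation (adjusted p = 0.679). Against the mean of the other stages, Dgat1 fell by 0.55 at lactation (adjusted p = 0.0156), a call that was lost without lactation replicate 1 (adjusted p = 0.0661) or lactation replicate 2 (adjusted p = 0.131). Abcg2 rose over the same step. From such differences in expression in the target organ, the paper reasons that candidate genes can be given priority for the search of causative variants.

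**Figure D4:**
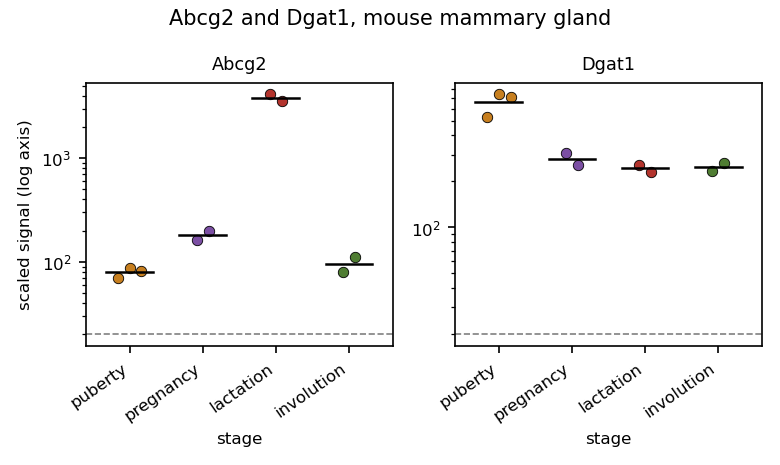
Scaled signal on a logarithmic axis of Abcg2 and Dgat1 at the 4 stages (n = 3 at puberty, n = 2 at the others); points are arrays, bars are stage means and the dashed line is the floor of 20. The lactation arrays of Abcg2 lie above all its other arrays, and those of Dgat1 lie near its pregnancy and involution arrays.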

The argument could be made against the feasibility of using mouse data to make inferences to bovine mammary gland gene expression. However, our objective in this work was to create a tool (cgQTL) that utilizes the best available sources of information, such as mouse gene expression data during mammary development and bovine QTL mapping data to develop hypotheses on potential candidate genes underlying QTL. This is a comparative approach to integrate information in the difficult task of identifying candidate genes. We envision that in the future the mouse gene expression data used in cgQTL will be complemented with bovine gene expression data from experiments using cDNA microarrays [14], bovine oligonucleotide arrays (24,000 probes; [33]) and with the Affymetrix GeneChip^® ^arrays (23,000 transcripts). cgQTL navigator will also be linked to the bovine GeneAtlas which will be developed using gene expression analysis derived from 100 bovine tissues. Likewise, cgQTL may be expanded for QTL of reproduction [34,35]. Various resources for the study of ovarian transcriptome may be integrated into cgQTL to predict candidate genes for QTL related to reproductive traits [12,36-39].

## Conclusion

Here we present a web tool for candidate genes for QTL (cgQTL) that allows navigation between the map of bovine milk production QTL, the overlaid candidate genes and the visual presentation of their expression in the mammary gland array and in GeneAtlas. Three out of four confirmed genes that affect QTL in livestock were over expressed in the target organ. Thus, cgQTL can be used to determine priority of candidate genes for QTN analysis based on differential expression in the target organ.

## Methods

### Mouse mammary tissue

Mammary gland no. 4 (inguinal) fat pads were harvested from three C57 female mice at puberty (6 wks), two females at pregnancy (14 d), two females at lactation (10 d) and two females at postlactational involution (4 d). The tissue was placed in RNAlater (Ambion Inc.) and kept at -80°C. RNA was isolated using Trizol (GibcoBRL). Conception date was designated as the day a vaginal plug was observed. Pregnancy at 14 d was confirmed by assessment of developmental stage of embryos at autopsy [40]. The characteristic feature of 14 d embryos is that the individual fingers are separated in the forefoot plate, but not in the hindfoot plate.

### Experimental design and microarray

The design of three microarray experiments with number of animal replicates for each developmental stage is presented in Table 1. Fragmented cRNA was prepared (15 Mg) and hybridized overnight to murine MG-U74Av2 (12,488 probes) Affymetrix GeneChip arrays according to the manufacturer's protocols (Affymetrix, Santa Clara, CA). Arrays were processed at the University of California Davis School of Medicine Microarray Core Facility. The complete dataset is publicly available [41].

### Filtering and normalization

The data was incorporated into GeneSpring 6.2 (Silicon Genetics, CA). Transcripts were removed if mean signal intensities were not above 20 signal units in at least one out of the four stages. Per chip and per gene normalizations have been applied following Affymetrix' guidelines.

### Public mouse mammary gland arrays

Microarray experiments with mouse mammary gland and the same Affymetrix Genechip array MG-U74Av2 are available at public data bases [9,36]. RNA was extracted from mammary gland of 51 C57 black and 24 Balb/C females, respectively. The tissues were from mammary gland at four developmental stages as define above (Table 1). Samples from early, mid and late stage were combined. Filtering and normalization using GeneSpring software were applied as above.

### Analysis of variance

Analysis of variance was applied to each of the three experiments, separately, using the parametric test with all available error estimates in GeneSpring, and FDR of 0.05 [42].

### Venn diagram

The Venn diagram in GeneSpring was applied to the three lists of significant genes resulting from ANOVA for the different experiments.

### Clustering and coding of expression profiles

The expression data from the current study for 212 significant genes were subjected to a range of 5 to 15 K-means classifications using Pearson correlations [43]. The optimal number of clusters was determined empirically based on highest explained variance and minimum redundancy between similar clusters. We adopted the procedure of Rudolph et al. [25] to code the mean expression of a cluster at each stage as flat, decrease, and increase and converted it to numerical representation as follows: "1" indicates no change between 0.5 and 2.0 fold change, and "0" and "2" indicate fold change ≤ 0.5 and ≥ 2 for down and up regulation, respectively. Thus a unique array of four digits represents the expression profile of each cluster along the developmental stages of puberty, pregnancy, lactation and involution.

### Mammary gland-specific expression

Mammary gland-specific expression of a gene was denoted by a single star in the navigator if expression was between 3 to 10 fold from median representing all tissues tested in GeneAtlas [44]. Two stars for the range of 10 to 30 fold, and three stars for > 30 fold expression.

### Functional category analysis

Genes were assigned to 17 different categories according to Gene Ontology Consortium (GO) [45]. In the case of insufficient GO information, the conserved domain of the protein, GO information on orthologous genes and data from published literature were used to classify the gene into a functional category.

### Comparative mapping

To associate the probe sets (targets) of MG-U74Av2 with genes, sequences of the mouse targets were masked for repetitive elements [46] and *Blast *searched against mouse Reference Sequences (RefSeqs). The target was considered unknown if the *Blast *search resulted in no significant similarity. To identify bovine genes orthologous to these targets and to predict their map locations in *Bos taurus*, the mouse RefSeqs were *Blast *searched against human genome build (nr database) and the associated human RefSeqs were used to *Blast *search the cow genome. When such search indicated a bovine gene with unknown mapping data, the human genes adjacent to the gene in the query, were similarly searched in the cow genome in order to infer the bovine location based on synteny. In the body of text, data base and figures, gene/transcripts are named according to the Mouse Genome Database [47].

### Position of genes on genetic and physical maps

To relatively locate genes to the critical interval of the QTL for milk production traits, the alignment of the physical and the genetic maps was used [48].

### Archived data

The complete dataset, including the 9 raw data .cel files fulfilling MIAME criteria are publicly available [41].

### Statistical analysis

Expected frequencies for eight and four combinations of significance under the assumption of random assortment of probe sets among the three and two experiments, respectively were computed based on the total number of 12,488 transcripts, and the number of transcripts with statistical significance in each of the three and two experiments. Significance of the deviation from random assortment was tested by Chi-squared. The chi-squared values were computed for the results of each experiment separately. In this case the chi-squared test has only a single degree of freedom.

### cgQTL data base

We present a web tool for candidate genes for QTL, cgQTL [28] that allows navigation between the map of bovine milk production QTL, the overlaid candidate genes common to the three experiments, and the visual presentation of their expression in the mammary gland array and in GeneAtlas. The data base allows searches for specific genes. For each gene links are available for expression in the mammary gland array along four stages, expression in a variety of tissues of GeneAtlas, mammary gland-specific expression, expression profile signature, NCBI identifiers for human and cow, QTL viewer and QTL map. The expression profile signature is indicated for all genes classified to the same cluster.

## Authors' contributions

MR performed the microarray experiment, supervised the design of cgQTL and drafted the manuscript. GI analyzed the microarray data and built the data base under the bioinformatics guidelines of ES. JIW performed the statistical analysis and helped draft the manuscript. JPG did the hybridization of microarrays. MS supervised the design of the data base. JFM supervised the design of the microarray experiment and helped draft the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

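Gene expression was measured on 9 MG-U74Av2 arrays with RNA of the whole inguinal mammary gland of C57BL/6J mice at puberty (3 arrays), day 14 of pregnancy (2), day 10 of lactation (2) and day 4 of involution (2). All 9 arrays could be assigned to a stage and replicate from the sample labels, and 0 were left out. The label virgin was taken as the study's puberty.

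The authors deposited linear signal intensity per probe set and array. By the submitters' processing notes the signals come from MAS5, whose version is not stated there. The values show a scaling per array, with equal trimmed means, and no log and no centring per gene. The filter, the normalization per chip and gene and the clustering that the methods describe for GeneSpring are not in the deposited values, and their result could not be taken from them. The medians of the deposited intensities were 48.1 to 53.8 per array.

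From these intensities, control probe sets were left out, arrays were scaled to the same median over the remaining 12422 probe sets, values under 20 were set to 20, and log2 was taken. A printed signal is the scaled signal without the floor, with its SD over arrays. Probe sets with a mean scaled signal above 20 in at least 1 stage were tested. Genes were named from the platform's annotation, in which 10833 probe sets carry 1 gene symbol, 396 several and 1193 are not listed, and symbols were updated through the Entrez ID with RefSeq's gene table of the assembly GRCm38.p6 for 10817 of the 10833. Genes on a probe set with several symbols are not named.

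Tests were run with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), with data.table 1.17.8 to read the values and matplotlib 3.10.9 for the figures. limma's moderated F test covered the 4 stages, and contrasts set each stage against the mean of the other 3 stage means and lactation against pregnancy. All 9 arrays shared 1 estimate of the spread. All p-values were adjusted by Benjamini-Hochberg over the probe sets tested, with a threshold of 0.05. The share of unchanged probe sets was estimated with limma's propTrueNull.

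K-means used the probe sets past the F test, on 4 stage means centred and scaled to unit length, with 100 starts and 6 clusters, and 5 to 15 for comparison. Explained variance is the sum of squares between clusters over the total. Profiles code a stage as 2 at 2-fold or more of the median over the 9 arrays, as 0 at 0.5-fold or less and as 1 between.

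The 22 gene lists covered milk proteins, milk fat globule, fatty acid and triglyceride synthesis, cholesterol synthesis, mammary transporters, lactose and nucleotide sugar synthesis, cell cycle, involution and acute phase, hormone signalling and mammary regulators, fatty acid oxidation, ribosomal proteins, the lactation genes of Table 3, and markers of white and brown adipocytes, skeletal muscle, B cells and plasma cells, T cells, macrophages, luminal and basal epithelium, stroma and matrix, and endothelium. Each gene was represented by its brightest probe set. Lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 22 lists and 4 stages, and again with an estimated correlation. Of the 88 tests, 63 passed with the preset correlation and 0 with the estimated one, whose smallest adjusted p was 0.103. The level of a list per array is the mean over its genes of the log2 value minus the gene's mean over the 9 arrays.

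The named genes are those the study names, the 8 largest rises and the 8 largest falls per stage among called probe sets with 1 symbol, every array apart and no stage wholly at the floor, and up to 4 members per list with the smallest adjusted p. A gene at the floor on every array of a stage is given only a lower bound for its fold, computed on log2 values with the floor of 20, so that the mean of the other stages is a geometric mean.

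The steps were tested on simulated data made from the real arrays' means and spread, for 9779 probe sets. The lactation contrast recovered 74% of simulated changes of 1 and 96% of changes of 2 on the log2 scale, with 10 false calls among 180. The F test recovered 45% and 85%, with 3 false calls among 133. Each size of change was given to 100 of the 9779 probe sets. In the real data, 5074 of the 9783 tested probe sets were called at lactation. By the F test on the real data, 33.69% of the dimmest 2446 probe sets passed and 69.95% of the brightest 2446. The recovery rates were not split by signal. They hold for the simulated changes alone and cannot be carried over to all tested probe sets.

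Alternatives were the deposited scale, scaling to the 75th percentile, quantile normalization, no floor or a floor of 50, an added constant of 16, no filter or a filter of 100, robust fitting, no trend, a plain analysis of variance, the replicate number as a block, other ways to cluster and code, and leaving out each array in turn. The methods name a parametric analysis of variance with error estimates in GeneSpring; its details were not found, and the plain analysis of variance has no such estimates. The medians of lists against pregnancy and involution alone were computed after the values were seen. The numbers of the replicates carry no stated meaning, so no pairing was used. Data of the other experiments that the paper compares, tissue specificity and map positions were not analysed here.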

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

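The tests of scaling were set out before their results were seen; the tests of muscle tissue, of the share of epithelium or of non-epithelial cells, of RNA from another stage, of a dimmer array, of lists without the puberty arrays and of milk transcripts were chosen only after the result was seen. The genes and lists below lie outside those the paper discusses, or go beyond them.

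Skeletal muscle markers had a median log2 change of 3.91 at puberty, and 20 of the 22 genes were above the floor outside puberty too. The scaling of the arrays is argued against as the source by medians of 3.92 to 3.99 under the 3 other scalings. A lower share of epithelium would raise other cell types alike, but the median lay 2.93 above that of 79 genes of 5 other lists (0.981; permutation p = 1e-04, the smallest that 10000 permutations can give). The permutations treat the genes of a list as independent, so this p does not measure the spread among animals. Muscle tissue taken with the gland and a change within the gland at this age cannot be told apart. All of the 20 muscle genes that rose (100%) were higher in puberty replicate 3 than in replicate 2, but these arrays were picked by their list levels of 3.26 and 1.87, and any joint muscle signal would give this share, so it supports neither.

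Casein transcripts differed among the puberty arrays: Csn1s1 lay under the floor in replicate 1 and was at least 32.8-fold above it in replicate 2, and Csn2, Csn1s2a and Wap moved with it, while Csn3 had signals of 362, 335.5 and 283.2 in replicates 1, 2 and 3. RNA of a lactation sample would raise the other milk genes too. At the shares of 2.35% and 1.23% that give the Csn1s1 signal of replicates 2 and 3, the excess over replicate 1 was at most 0.36 of the needed one in the median of the 9 other milk protein genes. Wap (1.0 and 1.2) and Csn2 (0.66 and 0.90) came nearest to it, and Ltf (0.4 and 0.77), Glycam1 (0.6 and 0.32) and Csn1s2a (0.36 and 0.56) had part of it. Csn1s2b (0.16 and 0.23) and Cel (0.11 and -0.2) had little or none, and Csn3 (-0.05 and -0.29) and Lalba (-0.06 and -0.11), both abundant at lactation, did not rise, which argues against this source. RNA of a pregnancy sample would need shares of 6.73% and 3.52%, and the median over Btn1a1, Csn1s2a, Csn2, Csn3, Elf5 and Glycam1 was at most 0.35 of the needed excess, with Glycam1 at 1.1 and 0.59, Csn2 at 0.67 and 0.92 and Csn1s2a at 0.42 and 0.66, but Btn1a1 at 0.27 and -0.35, Csn3 at -0.063 and -0.36 and Elf5 at 0.024 and -0.15. A dimmer array or less epithelium in replicate 1 is argued against by its luminal list level, which lay 0.096 above the higher of the other 2. A difference among the animals stays open and was not tested.

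Over 120 genes of 7 lists of non-epithelial markers, the median log2 change at lactation was -1.36. Milk transcripts that take signal from all other genes would lower ribosomal protein genes as well, but the median of the lists lay at -1.68 relative to these (0.324), and under the other 3 scalings the median stayed between -1.43 and -1.34. Part of the fall rests on high values at puberty: against pregnancy and involution alone the median was -0.967. The muscle list lay at -1.43 and -1.54 at lactation and between -1.60 and -0.53 at pregnancy and involution, so its fall rests mostly on puberty. The T cell list lay at -0.70 and -0.76 at lactation, near its -0.58 and -0.66 at pregnancy but below its 0.38 and 0 at involution. A lower share of all non-epithelial cells would lower the lists alike. Over the 100 genes with a stage mean above 100, the list medians ran from -1.92 to -1.13 (permutation p = 0.62), which does not show that the lists act alike, since the puberty arrays enter it. Over the 79 genes with a mean above 100 outside puberty, the medians against pregnancy and involution ran from -2.03 for macrophages to -0.107 for muscle, and this spread was larger than in most permutations (permutation p = 0.047). Over all 120 genes, some of them near the floor, the medians ran from -1.7 for white adipocytes and -1.59 for macrophages to -0.855 for T cells and -0.26 for muscle (permutation p = 0.013). This argues against an equal fall of all 7 lists as the whole cause, narrowly, since only 5 muscle genes lie above 100 outside puberty. The permutations also treat the genes of a list as independent, and lactation has 2 arrays. These p-values therefore do not measure the spread among animals. A lower share of the other cell types and a change within these cells at lactation stay open.

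White adipocyte markers had a median log2 change of 1.08 at puberty, T cell markers of 1.40, B cell and plasma cell markers of 1.11 and fatty acid oxidation genes of 0.90. The list level of brown adipocyte markers was 1.81 in puberty replicate 1, against 0.15 and 0.25 in the other puberty arrays. Igha, the constant region gene of immunoglobulin A, had a log2 change of 5.41 at involution on its brightest probe set and 0.49 (adjusted p = 0.293) on another. Hbb-b2, a haemoglobin gene, had a log2 change of 3.38 at pregnancy. Cidea had one of 6.54 at lactation. Rbfox2, which encodes a splicing factor, had one of 5.97 at lactation, while its other probe set had 0.29 (adjusted p = 0.13).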

How the results depend on the processing

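The plain analysis of variance with Bonferroni adjustment and the fits without all 3 puberty arrays, which moved no count by over 1.5 times, were chosen only after the result was seen, and the other tests before. Of the values that the named genes gave under the other settings, 2673 kept their direction and side of the threshold, 15 no longer passed, 6 newly passed and 2 reversed, and with 1 array left out 1966 kept both, 55 no longer passed, 3 newly passed and 1 reversed. Rps24 reversed at lactation under quantile normalization (-0.14), and Mstn, which did not pass at puberty, reversed with a replicate block (-0.197) and without puberty replicate 3 (-0.195, against 0.2985 without puberty replicate 1). The ribosomal protein list, which was not called at lactation, reversed under quantile normalization (adjusted p = 0.206). Dim probe sets limit what can be called. The cause was not tested for any of these.

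With the replicate number as a block, 1306 probe sets changed at puberty and 570 at pregnancy. Deviations of arrays with the same number correlated between stages with r of -0.102 to 0.049, so the number pairs no arrays, and a lost call is no weaker effect.

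The plain analysis of variance gave 747 probe sets at pregnancy, and with Bonferroni adjustment 88 across the 4 stages. With 1 array left out, the count across the 4 stages ran from 4044 to 4968, at puberty from 1445 to 3092, at pregnancy from 192 to 1963, at lactation from 4049 to 5050, at involution from 818 to 2507 and from pregnancy to lactation from 2573 to 4089.

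Brown adipocyte markers at puberty were called with an adjusted p = 0.0472, but not as deposited (0.075) or under quantile normalization (0.0522), and without 1 array the adjusted p ran from 0.00816 to 0.242. No list was called with an estimated correlation (0 of 88). Its adjusted p was 0.103 for milk proteins, fatty acid synthesis, transporters, Table 3 genes and endothelial markers at lactation, for cell cycle and basal markers at pregnancy, for macrophages at involution and for T cells and fatty acid oxidation at puberty. It was 0.136 for milk fat globule, 0.177 for cholesterol synthesis, 0.173 for macrophages, 0.181 for stroma and fatty acid oxidation, 0.25 for T cells, 0.261 for white adipocytes, 0.285 for B cells, 0.301 for cell cycle and 0.449 for muscle at lactation. It was 0.155 for muscle, 0.177 for white adipocytes and stroma, 0.245 for B cells, 0.276 for luminal markers and 0.346 for brown adipocytes at puberty, 0.181 for stroma and 0.25 for luminal markers at pregnancy, and 0.177 for the involution list, 0.276 for white adipocytes and 0.301 for B cells at involution.

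For the profiles 1,1,2,1, 1,1,1,2, 1,2,2,1, 0,1,2,1, 1,2,1,1 and 2,1,0,1, centring on the mean of the stage means gave 550, 44, 0, 88, 55 and 100 probe sets, and the 278 smallest p-values of the F test 87, 11, 5, 20, 6 and 4. The coding rule nearly fixes the 0 for 1,2,2,1 under the centring on the mean, and the low end of its range with 1 array left out. No floor gave 95 for 0,1,2,1, a floor of 50 gave 23 for 2,1,0,1, and a filter of 100 gave 72 for 1,1,1,2 and 63 for 1,2,1,1. With 1 array left out they ran from 842 to 1052, from 67 to 151, from 0 to 28, from 29 to 58, from 81 to 131 and from 17 to 52.

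The explained variance of 6 clusters was 73.48% over 9 arrays, 69.84% with Euclidean distance and 90.67% on the 278 smallest p-values, and with 1 array left out it ran from 80.76% to 85.24%. With 8 to 15 clusters it was 86.55%, 87.79%, 88.91%, 89.79%, 90.55%, 91.18%, 91.72% and 92.20%.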

Differences from the paper's values

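Of the tests in this part, the analysis of variance with Bonferroni adjustment was chosen only after the result was seen. The clusters and profiles here cover all probe sets past the F test, a wider group than the genes the paper clustered, and each probe set was coded singly. A value is taken to differ from the paper's where one is more than 1.5 times the other, a wide limit under which values that are not equal can still fall within it.

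The paper's count of probe sets that differ across the 4 stages is 278, at a false discovery rate of 0.05, and here it was 5047 by limma. All 21 alternatives set before the data were examined also differ from the paper's count, with 3851 to 5344 probe sets, and a plain analysis of variance gave 3851. The methods name a parametric test with error estimates, whose details were not found, so the plain one is not known to be the paper's own. The same analysis of variance with Bonferroni adjustment, chosen after seeing the values, gave 88.

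The paper's explained variance is 53% for 6 clusters and 51% for 5 clusters, against 82.47% and 79.53% here. Of the alternatives set before the data were examined, clustering the 9 arrays (73.48% and 70.69%) and Euclidean distance (69.84% and 66.71%) fall within this limit of 1.5 times, though above the paper's values, and the others do not. For 15 clusters, the paper's 62% and the 92.20% here lie just within it, as do the alternatives except those without lactation replicate 2 (93.3%) and on the 278 smallest p-values (96.66%).

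For the profile 1,1,2,1 the paper gives 87 genes and 1005 probe sets were found here, for 1,1,1,2 the paper gives 15 against 110, for 1,2,1,1 the paper gives 32 against 115, and for 2,1,0,1 the paper gives 6 against 40. Of the alternatives set before the data were examined, only the 278 smallest p-values of the F test come within the limit of 1.5 times for 1,1,2,1 (87), 1,1,1,2 (11) and 2,1,0,1 (4, at the limit itself), and no alternative does for 1,2,1,1. For 1,2,2,1 and 0,1,2,1 together, the paper's 72 and the 57 here are within the limit, as are the alternatives except a floor of 50 (46), the fits without involution replicate 1 (45) and replicate 2 (43) and the 278 smallest p-values (25).

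Of the 38 measured genes with a profile in the paper, all 38 were highest at a stage the paper codes as raised and 23 took the paper's code. The paper's code is that of a cluster's mean, so another code for a single gene need not contradict it. Among the genes with another code, Uck2, Cd320 and Cytip, of a cluster coded as raised at pregnancy, were coded 1,1,2,1. So were Xdh, Esyt3 and Itgav, of a cluster coded as lowered at puberty. Of the others, Ltf and Mfge8 were coded 1,1,2,2, Csn1s2b was coded 1,0,2,2, Fabp3 1,2,2,0, Cp 1,1,2,2, Crabp2 0,2,1,1 and Phlda1 1,2,0,1, and Cox8b and Eno3 were coded 2,1,1,1.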

Other observations

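The tests of gene lists below were planned; the medians against pregnancy and involution alone and the genes named as exceptions were chosen only after the result was seen. Genes of fatty acid oxidation were high at puberty and low at lactation. At puberty, 13 of 14 measured genes rose and 1 did not pass (13 adjusted over the list alone; camera adjusted p = 5.2e-09, and adjusted p = 0.103 with an estimated correlation), and at lactation 12 fell, 1 rose and 1 did not pass (12 and 1 adjusted over the list alone; camera adjusted p = 2.45e-05, and adjusted p = 0.181 with an estimated correlation). Decr1, which encodes a reductase of this pathway, had log2 changes of 1.56 at puberty (standard error 0.126) and -3.02 at lactation (standard error 0.144), and Cpt1a, which encodes the enzyme of mitochondrial entry, fell by 2.81 at lactation (standard error 0.187). White adipocyte markers rose at puberty in 13 of 16 genes, with 1 that fell, Lep, and 2 that did not pass. Adjusted over the list alone, 14 rose and 1 fell. The list's camera adjusted p was 6.55e-08, and the adjusted p = 0.177 with an estimated correlation. Without puberty replicate 1, 2 or 3, no gene of the list was called as falling at puberty. The call was also lost without either pregnancy array, either involution array or lactation replicate 2, but not without lactation replicate 1. Each of these other fits leaves 1 array in a stage. At involution 9 rose, 1 fell and 6 did not pass (10 and 1 adjusted over the list alone; camera adjusted p = 0.000123, and adjusted p = 0.276 with an estimated correlation; 5 rose without involution replicate 2), and the 1 that fell was Agt. Of 5 brown adipocyte markers, 2 rose at puberty (Cox8b and Cox7a1) and 3 did not pass (3 adjusted over the list alone), with adjusted p = 0.346 with an estimated correlation. Cox8b is also a muscle gene. Its signals of 1013.8, 837.4 and 1071.5 in puberty replicates 1, 2 and 3 ran in the order of the muscle list (2.56, 1.87 and 3.26). Its rise therefore cannot be assigned to brown adipocytes rather than muscle. At puberty 12 of 19 genes of stroma and matrix rose and 7 did not pass (14 adjusted over the list alone; camera adjusted p = 2.32e-08, and adjusted p = 0.177 with an estimated correlation). The level of this list at puberty (0.67, 0.58 and 0.33) overlapped that at pregnancy (0.60 and 0.32).

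Markers of lymphocytes were high at puberty, and those of B cells and plasma cells were as high at involution. The level of the B cell and plasma cell list was 0.68, 0.56 and 0.68 at puberty and 0.75 and 0.52 at involution. It was lower at pregnancy (-0.16 and -0.53) and lactation (-1.66 and -0.85). Of 17 markers of B cells and plasma cells, 14 rose, 1 fell and 2 did not pass (14 and 1 adjusted over the list alone; camera adjusted p = 3.07e-07, and adjusted p = 0.245 with an estimated correlation; 8 rose without puberty replicate 1), with H2-Ob, a gene of antigen presentation, up by 1.70 (standard error 0.22). The 1 that fell was Jchain, the immunoglobulin joining chain gene, which rose at involution by 3.63 (standard error 0.301), where 7 of 17 rose and 10 did not pass (11 adjusted over the list alone; camera adjusted p = 5.56e-05, and adjusted p = 0.301 with an estimated correlation), and 2 and 3 rose without involution replicates 1 and 2. At lactation 15 of the 17 fell and 2 did not pass (15 adjusted over the list alone; camera adjusted p = 2.23e-05, and adjusted p = 0.285 with an estimated correlation). Of 16 T cell markers, 13 rose at puberty and 3 did not pass (13 adjusted over the list alone; camera adjusted p = 5.02e-08, and adjusted p = 0.103 with an estimated correlation), with the coreceptor gene Cd4 up by 1.48 (standard error 0.184). At lactation 10 fell, 2 rose and 4 did not pass (10 and 2 adjusted over the list alone; camera adjusted p = 0.0109, and adjusted p = 0.25 with an estimated correlation). The 2 that rose were Lat and Cd6, and the other probe set of Cd6 had a log2 change of -1.45. Against pregnancy and involution alone, the median of the T cell markers at lactation was -0.855. Among single genes, Hba-a1, a haemoglobin gene, rose at pregnancy by 3.07 (standard error 0.248) and Alas2, a haem synthesis gene, by 2.97 (standard error 0.251); no list of red blood cell genes was tested.

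Of 24 genes of hormone signalling and mammary regulators, 7 rose at lactation, 5 fell and 12 did not pass (7 and 5 adjusted over the list alone; camera adjusted p = 0.619), and 4 rose without lactation replicate 2. Of 31 ribosomal protein genes, 11 rose, 5 fell and 15 did not pass (12 and 6 adjusted over the list alone, with camera adjusted p = 0.156). Of these genes, 3 fell without puberty replicate 1 or 2, and 5 of 30 fell without puberty replicate 3. Fewer than 5 were also called as falling without pregnancy replicate 1, either lactation array or involution replicate 2. This was not so without pregnancy replicate 2 or involution replicate 1. Each of these other fits leaves 1 array in a stage. Igf2, which the paper discusses for muscle, rose at pregnancy by 1.55 (standard error 0.246, adjusted p = 0.00672), and its adjusted p was 0.111 without pregnancy replicate 2. Mstn, the myostatin gene, lay near the floor, with a log2 change of 0.13 at puberty (adjusted p = 0.688).

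The 4 probe sets that the paper lists as of unknown function are annotated here to Fam20c, Tmem165, Fam110a and Mfsd4a. At lactation they rose by 2.71 (standard error 0.226, adjusted p = 3.22e-05), 3.04 (standard error 0.134, adjusted p = 2.08e-06), 3.03 (standard error 0.312, adjusted p = 9.38e-05) and, for Mfsd4a, at least 9.27-fold (adjusted p = 3.07e-05).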
